A study of Mus musculus with 9 samples.

How the data were processed

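Small RNA libraries were sequenced from 3 cell populations sorted from the lateral cortex of C57BL/6 mouse embryos at embryonic day 14.5, with 3 libraries per population. Per the labels' protocols, meninges, ganglionic eminences and olfactory bulb were removed, the cortex was dissociated with papain, cells were sorted by the fluorescence of endogenous reporters, total RNA was extracted with a column kit, and libraries were made with the NEBNext Small RNA kit and sequenced on an Illumina HiSeq instrument. The sample titles name 2 reporter signals, R and G. Proliferating progenitors are titled negative for both, differentiating progenitors positive for R and negative for G, and newborn neurons positive for G. The labels state no aligner, counting tool, genome build, miRNA database release or sequencing batch.

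The authors deposited a single table of whole-number read counts with 1 column per library, not normalised and not pooled, as its values show: column totals differ between libraries, and the table carries no description of how the counts were made. The table had 1433 rows. Of these, 1211 carried a database accession for a mature miRNA and its precursor, and 222 carried only a running number and were taken as the authors' predicted miRNAs, a reading that rests on the form of the names. Among the rows with an accession, 925 were named as 5p arms, 114 as 3p arms and 172 had no arm in the name, so the 3p arms of most precursors were not analysed here. The first data row had its identifier split over several fields and was read from its last 9 fields. No count column was left over.

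A mature miRNA made from several precursors had a row for each, and these rows mostly repeated the same reads: for the 31 repeated names with at least 50 counts in total, the median ratio of the smallest to the largest row total was 0.9986. One row per mature name was therefore kept, the one with the largest total. Names with at least 50 counts whose counts differed by at most 2% of the larger total were merged, which joined 7 groups of names, among them miR-486a-5p and miR-486b-5p, whose rows were identical. The design fixed beforehand had foreseen summing these rows of miR-486-5p; they were not summed, because the sum would count each read more than once, and the merged row is called miR-486-5p. Keeping 1 row per name and leaving out the predicted rows were decided after the table was seen and before any test. The 2% tolerance was added after a first fit, which had merged only the 5 groups of names with identical counts; that version is among the alternatives. This left 1052 miRNAs, of which 560 had a count. Library totals were taken over these rows and ran from 821155 to 3856484. They are totals of counted miRNA rows, not the sequencing depth of the libraries, which is unknown. A count of 0 allowed up to 3 counts, or 0.778 to 3.65 CPM (counts scaled to a library total of 1e6) depending on the library. Intervals and floors cover counting error only, since reads amplified by PCR are not independent molecules.

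Differential abundance was tested with edgeR 4.0.16 in R 4.3.3: filterByExpr by population, TMM factors, estimateDisp, glmQLFit with default settings and glmQLFTest, with all 9 libraries in a single fit and no covariate. The filter kept 188 miRNAs holding 99.97% of the counts, and the common biological coefficient of variation was 0.161. P-values were adjusted by Benjamini-Hochberg over the 188 miRNAs within each comparison, and 0.05 was the threshold, with no minimum fold change. The comparisons were each pair of populations, a joint test of any difference among the 3, and miRNAs called in opposite directions in the 2 successive steps of the lineage. Standard errors (SE) of log2 changes were derived from the log2 change and its F statistic. Values per library are CPM scaled by the TMM factors. Where all libraries of a population were at or under 3 counts, the fold was computed against 3 counts per library. It is a 95% bound only where all these counts were 0, since a count of 3 has an upper 95% Poisson limit of 7.75. Single values were compared by two-sided exact permutation tests, in which 3 libraries against 3 cannot give a p-value below 0.1.

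The 8 lists of miRNAs used were fixed in advance from general knowledge: erythroid, endothelial, haematopoietic, mural or mesenchymal, neuronal, the miR-17-92 cluster and its paralogs, let-7, and the imprinted Dlk1-Dio3 cluster. No miRNA was on more than a single list, and miR-486 was kept off the erythroid list because it was itself a question. Lists with at least 2 tested members were tested with camera (correlation 0.01) and with fry, both from limma 3.58.1, on log2 CPM with a prior count of 2, adjusted over 18 tests. The miRNAs named in the text follow a rule fixed in advance: miR-486; the 5 with the highest mean CPM; in each pairwise comparison the 3 largest rises and 3 largest falls among those called, with at least 100 CPM in the higher population and no overlap between the libraries of the populations; the miRNAs higher or lower in differentiating progenitors than in both other populations; and list members. Others are named as chosen after their values were seen.

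The fitting procedure was tested on simulated counts drawn from the means, dispersions and library sizes of the 560 miRNAs, of which 200 were changed by 2 on the log2 scale. Of the 72 changed miRNAs that passed the filter, 71 were recovered (98.6%), and 5.33% of the calls were unchanged miRNAs. Because both steps of the lineage share the differentiating progenitor libraries, 100 data sets with unchanged populations were also simulated. Libraries of a population were compared by chi-square tests of their counts. The smallest ratio was 8.90 per degree of freedom, so none was a copy of another or a second sequencing of the same library. The test cannot tell separate animals from separate preparations of the same RNA. The labels number the libraries and do not state from which animals they came; each was counted as a replicate on these labels.

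Alternatives fixed before the data were examined were DESeq2 size factors within edgeR, total counts without scaling factors, no filter on low counts, a mean of at least 10 CPM, DESeq2 1.42.0 with its own size factors and filtering, robust estimation, fits of only the 2 populations compared, the replicate number as a block, each library left out in turn, a minimum of a 2-fold change, fry, and other detection limits. Alternatives chosen after seeing the data were every row with an accession, the predicted rows included, total counts without miR-9-5p, only identical rows merged, and the other arm of a list member where the listed arm had no row. Positions of miRNA genes were not stated in the table and the genome build is not given, so no coordinates are printed. The RefSeq annotation of assembly GRCm38.p6 was used only to find which miRNA genes lie within 10000 bases of each other, for the 171 of 188 miRNAs matched to a single gene. Resampling and exact tests used scipy 1.17.1 and numpy 2.4.6.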

Results

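Counts of mature miRNAs were compared among 3 populations of the mouse lateral cortex at embryonic day 14.5, each with 3 libraries: proliferating progenitors, which carried neither of 2 fluorescent reporters, differentiating progenitors, which carried the R reporter, and newborn neurons, which carried the G reporter. The populations follow each other in the neurogenic lineage, from dividing stem-like cells through progenitors committed to making neurons to young postmitotic neurons. The comparisons ask which miRNAs change at each step, and the title of the study points to miR-486-5p in particular. Total miRNA counts were 1323826, 1082957 and 821155 in replicates 1 to 3 of the proliferating progenitors. They were 1374065, 1131750 and 1490379 in the differentiating progenitors and 3856484, 1879160 and 1067320 in the newborn neurons. The mean totals differed by less than the design could resolve (exact permutation tests, p between 0.2 and 0.4, the smallest possible being 0.1).

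Among the rows analysed, which lacked the 3p arms of most precursors, miR-9-5p took most of the counts. Its share was 67.3% ± 1.47 (SD, n = 3) in proliferating progenitors, 63.8% ± 1.51 (SD, n = 3) in differentiating progenitors and 65.3% ± 2.38 (SD, n = 3) in newborn neurons. Over the 9 libraries it ran from 62.5% to 69.0%, with 95% Wilson intervals of at most 0.1001 percentage points to either side. The difference between both progenitor populations gave the smallest p-value that 3 libraries against 3 allow (exact permutation test, p = 0.1), and the other pairs gave p = 0.4. The next most abundant miRNAs by mean CPM among these rows were let-7i-5p, with 3.52% to 4.27% of the counts of a library, miR-99a-5p, with 2.15% to 3.93%, let-7f-5p, with 2.52% to 3.53%, and let-7c-5p, with 1.57% to 3.16%. At a limit of 1 CPM in all 3 libraries, 229 miRNAs were detected in proliferating progenitors, 220 in differentiating progenitors and 251 in newborn neurons, and 199 were detected in all 3 populations. In the progenitor libraries 3 counts stand for 2.01 to 3.65 CPM, and in neuron replicates 2 and 3 for 1.60 and 2.81 CPM. There 1 CPM is fewer than 3 counts. In neuron replicate 1 it is more, since 3 counts stand for 0.778 CPM. These numbers therefore do not compare the populations at the same count. A limit of 10 CPM in all 3 libraries gave 144, 142 and 152. With 1 CPM in any library of the population the numbers were 342, 320 and 330, so that proliferating progenitors and not neurons had the most, and the order of the populations depends on the limit.

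The libraries separated by population. Pearson correlations of log2 CPM across the 188 tested miRNAs, which are not independent replicates, were 0.983 to 0.994 between libraries of a population. They were 0.947 to 0.960 between proliferating and differentiating progenitors, 0.944 to 0.963 between differentiating progenitors and neurons, and 0.885 to 0.904 between proliferating progenitors and neurons. The first principal component held 71.6% of the variance and ordered the libraries from proliferating progenitors (-11.24 to -10.19) through differentiating progenitors (-1.26 to 1.07) to neurons (10.60 to 11.31). The second component held 13.4% and set the differentiating progenitors (-5.73 to -5.16) apart from both other populations (2.01 to 3.44). With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, 110 of 188 miRNAs differed among the 3 populations at an adjusted p under 0.05, and 117 at an unadjusted p under 0.05. Using every row with an accession raised the count most, to 150, a count of rows in which repeated reads enter several times.

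The first step, from proliferating to differentiating progenitors, changed the fewest miRNAs. At an adjusted p under 0.05, 30 miRNAs were called, 15 higher and 15 lower in differentiating progenitors, and 21 of them changed at least 2-fold. The count was 50 at an unadjusted p under 0.05. The libraries of both populations did not overlap for 61 miRNAs (32.4%), where chance gives 10%. This count rested in part on a single library: without replicate 1 of the proliferating progenitors 18 miRNAs were called, 5 higher and 13 lower. Among called miRNAs with at least 100 CPM in the higher population and no overlap between libraries, the largest rise was that of miR-7b-5p, from 33.3 ± 3.98 to 138 ± 25.4 CPM (SD, n = 3; log2 change 2.03, SE 0.20, edgeR adjusted p = 1.04e-06). miR-124-5p rose by 1.58 (log2, SE 0.33, edgeR adjusted p = 0.00238). miR-134-5p rose by 0.92 (SE 0.26, edgeR adjusted p = 0.0196), a call that was lost in 5 of 20 alternatives, where its adjusted p reached 0.109. miR-451a had 390, 298 and 183 counts in proliferating progenitors and 3, 1 and 3 in differentiating progenitors, 121-fold lower against 3 counts per library (edgeR adjusted p = 2.30e-10). This fold is not a bound, since the upper 95% Poisson limits of the counts of 3, 1 and 3 were 7.75, 4.74 and 7.75. miR-143-3p fell from 518 ± 77.0 to 38.4 ± 2.34 CPM (SD, n = 3; log2 change -3.75, SE 0.28, edgeR adjusted p = 1.49e-08).

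The second step, from differentiating progenitors to newborn neurons, changed more miRNAs. Of 188, 87 were called at an adjusted p under 0.05, 45 higher and 42 lower in neurons, and 50 changed at least 2-fold, of which 34 were higher and 16 lower. The unadjusted count was 98, and 93 miRNAs (49.5%) did not overlap, against 10% by chance. miR-139-5p rose from 19.7 ± 4.03 to 209 ± 27.2 CPM (SD, n = 3; log2 change 3.40, SE 0.29, edgeR adjusted p = 9.88e-08). miR-7b-5p rose again, to 1159 ± 105 CPM (log2 change 3.07, SE 0.18, edgeR adjusted p = 9.91e-10). miR-7a-5p, far more abundant, rose from 5471 ± 381 to 22043 ± 2441 CPM (log2 change 2.01, SE 0.14, edgeR adjusted p = 1.27e-08). The largest falls among miRNAs with at least 100 CPM in the higher population were those of miR-378c (log2 change -1.73, SE 0.18), miR-25-5p (-1.59, SE 0.27) and miR-92b-5p (-1.51, SE 0.19), with edgeR adjusted p-values of 1.37e-06, 0.000155 and 1.71e-05.

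Over the whole lineage, from proliferating progenitors to newborn neurons, 106 miRNAs were called, 56 higher and 50 lower in neurons, and 76 changed at least 2-fold. The unadjusted count was 114, and 121 miRNAs (64.4%) did not overlap, against 10% by chance. miR-7b-5p was 5.10 higher on the log2 scale (SE 0.21), miR-139-5p 4.58 higher (SE 0.34) and miR-449a-5p 3.19 higher (SE 0.31), with edgeR adjusted p-values of 3.85e-12, 7.90e-09 and 1.89e-07. miR-451a had 5, 0 and 3 counts in the neuron libraries (log2 change -7.86, SE 0.37, edgeR adjusted p = 2.62e-11), where the count of 0 in replicate 2 allows up to 1.60 CPM. miR-143-3p fell by 4.23 (log2, SE 0.28, edgeR adjusted p = 1.89e-09) and miR-450b-5p by 3.77 (log2, SE 0.29, edgeR adjusted p = 1.06e-08).

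Both steps were called for 19 miRNAs. Of these, 17 moved the same way at both, 9 upward and 8 downward, while 11 were called only at the first step and 68 only at the second. Across the 188 miRNAs the log2 changes of both steps correlated positively (Pearson 0.43, Spearman 0.47) and had the same sign for 64.4%. Since the differentiating progenitor libraries enter both steps, unchanged populations would give a negative relation: in 100 simulations the Pearson correlation averaged -0.50 and ran from -0.67 to -0.20, and the share with the same sign averaged 33.4% and reached 43.2%. A single miRNA was higher in differentiating progenitors than in both other populations, miR-449c-5p, with 3, 5 and 1 counts in proliferating progenitors, 16, 22 and 14 in differentiating progenitors and 17, 3 and 3 in neurons. Its log2 changes were 2.15 (SE 0.51, edgeR adjusted p = 0.00681) and -2.08 (SE 0.42, edgeR adjusted p = 0.000721). Its rise at the first step was not called in 2 of 19 alternatives, without replicate 1 of the proliferating progenitors (log2 change 1.94, edgeR adjusted p = 0.0561) and with the predicted rows included (edgeR adjusted p = 0.0544). Over all alternatives the adjusted p ran from 0.000906 to 0.0561. A single miRNA was lower in differentiating progenitors than in both others, and this was miR-486-5p. Simulated unchanged populations gave on average 0.01 miRNAs higher in the middle population, and at most 1. No miRNA changed at either step in these simulations. They therefore do not tell how many such calls arise by error when many miRNAs change at 1 step.

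**Figure D1:**
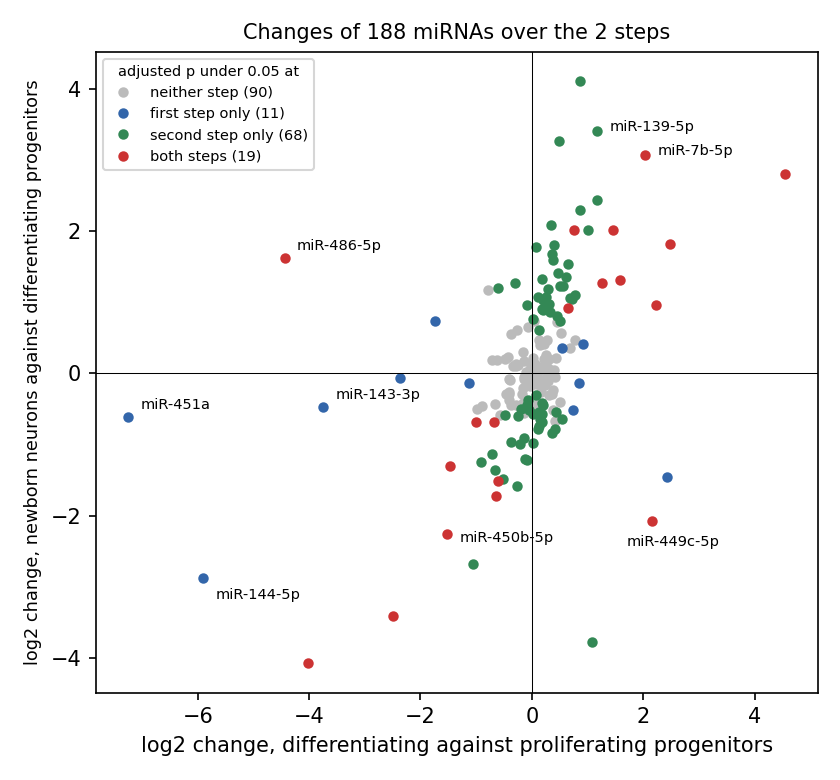
Each point is a miRNA, with the log2 change from proliferating to differentiating progenitors on the horizontal axis and from differentiating progenitors to newborn neurons on the vertical axis, coloured by the steps at which its adjusted p was under 0.05. Changes are fitted values, which are not bounds for miRNAs near the floor; 19 miRNAs were called at both steps, and miR-486-5p and miR-449c-5p are the 2 of them that changed direction.

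miR-486-5p had 1025, 792 and 364 counts in the 3 libraries of proliferating progenitors, 45, 25 and 56 in those of differentiating progenitors and 395, 199 and 108 in those of newborn neurons. This was 688 ± 184, 31.3 ± 8.95 and 96.5 ± 11.9 CPM (SD, n = 3 each). It fell at the first step by 4.44 on the log2 scale (SE 0.26, edgeR adjusted p = 5.67e-10) and rose at the second by 1.61 (SE 0.25, edgeR adjusted p = 8.38e-05), and neurons remained 2.83 below proliferating progenitors on that scale (log2 change -2.83, SE 0.23, edgeR adjusted p = 1.82e-08). The libraries of the 3 populations did not overlap, so that exact permutation tests of log2 CPM gave p = 0.1 for each pair, the smallest value this design allows. All 20 alternatives that gave a value for this miRNA kept the 3 directions and calls. Leaving out 1 library at a time gave log2 changes from -4.67 to -4.24 at the first step and from 1.44 to 1.89 at the second. The rows of miR-486a-5p and miR-486b-5p held the same reads, so the gene of origin is not resolved. The fall at the first step ran alongside that of the erythroid miR-451a and miR-144-5p. With differentiating progenitors set to 3 counts per library, these were 121-fold and 15-fold lower there.

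**Figure D2:**
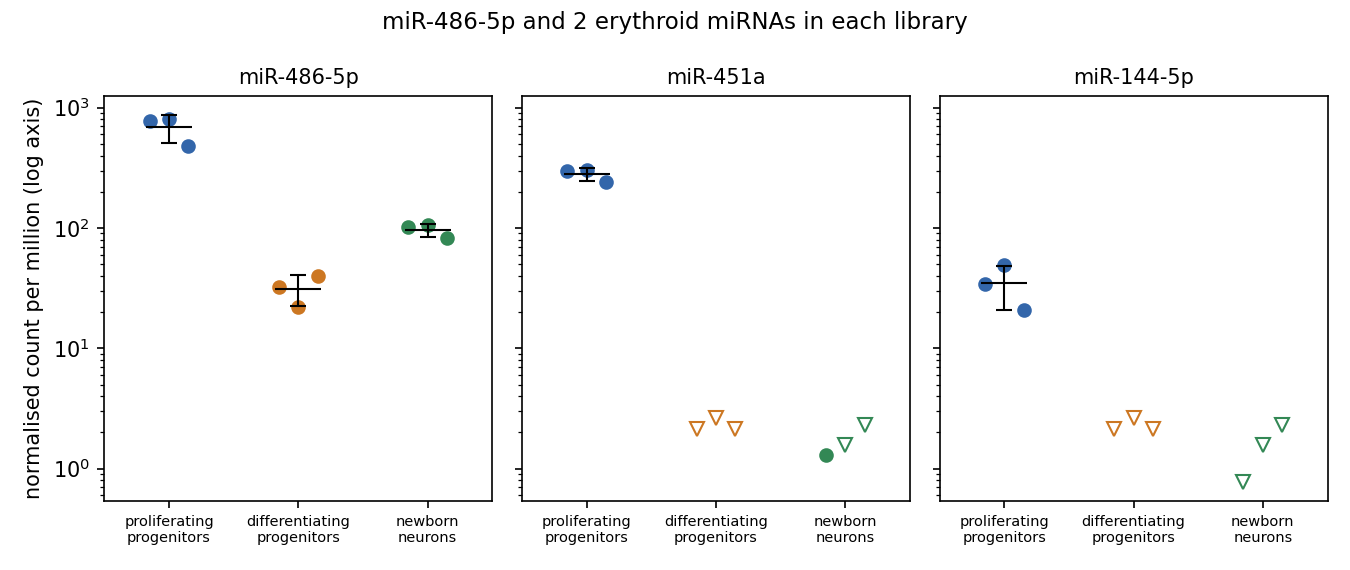
Normalised CPM on a log axis of miR-486-5p, miR-451a and miR-144-5p in each of the 9 libraries; filled points are libraries with more than 3 counts, open triangles mark the CPM that 3 counts stand for in libraries with 3 or fewer, and bars show the mean and SD where all 3 libraries had more than 3 counts. miR-486-5p was lowest in differentiating progenitors at 31.3 CPM, while the erythroid miRNAs were above 3 counts in the proliferating progenitors and, for miR-451a, in 1 neuron library.

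Of the 8 lists fixed in advance, 6 had at least 2 tested members. In 18 tests with camera, 5 had an adjusted p under 0.05, and all 5 were also called by fry, which called 11. Both tested erythroid miRNAs were lower in differentiating than in proliferating progenitors (median log2 change -6.58, camera adjusted p = 0.000108). They were also lower in neurons than in proliferating progenitors (median -8.32, camera adjusted p = 0.0212). With members near the floor set to 3 counts per library, the medians were -5.42 and -6.17. Both members were called in each of these comparisons, adjusted over the list alone as well as over all miRNAs tested. They did not differ detectably at the second step, where counts were too low. The 21 tested members of the Dlk1-Dio3 list rose along the lineage. The list was drawn from a cluster of miRNA genes expressed from the maternal chromosome and need not hold every tested miRNA of it. The median log2 change of the 21 members was 0.48 at the first step (19 of 21 higher, camera adjusted p = 0.00566), 1.11 at the second (21 of 21 higher, camera adjusted p = 2.66e-07) and 1.56 over both (21 of 21 higher, camera adjusted p = 2.66e-07). The fry adjusted p-values were 0.0267, 0.000315 and 5.22e-05. Since camera took the correlation between members as 0.01 and neighbouring miRNA genes changed together, its p-values for this list may be too small. Adjusted over the list alone, 3, 18 and 19 of the 21 were called, and over all miRNAs tested 3, 17 and 18. These directions held with each of 4 scalings, except that 18 in place of 19 were higher at the first step with total counts without miR-9-5p.

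The remaining lists gave no call with camera. Of the neuronal list 4 members were tested, and over the whole lineage miR-124-5p, miR-138-5p and miR-218-5p rose while miR-129-5p fell (median log2 change 1.18, camera adjusted p = 0.427, fry adjusted p = 0.0267). All 4 were called, both adjusted over the list alone and over all miRNAs tested. The 9 let-7 miRNAs had a median of -0.42 at the second step (camera adjusted p = 0.0689, fry adjusted p = 0.0267), where 7 of 9 were lower and 7 were called by either adjustment. Over the whole lineage 7 of 9 let-7 miRNAs were lower with TMM scaling but 5 of 9 with total counts, so no direction is given for the family there. The 8 tested members of the miR-17-92 group were all slightly lower in neurons than in proliferating progenitors with TMM scaling (median -0.40, camera adjusted p = 0.15), but 6 of 8 were with total counts; 3 were called over all miRNAs tested and 1 adjusted over the list alone. Of the haematopoietic list, miR-142a-5p and miR-146a-5p were tested (median -5.40 over the whole lineage, camera adjusted p = 0.0689, fry adjusted p = 4.81e-06, both called by either adjustment). With members near the floor set to 3 counts per library, this median was -2.99. miR-142a-5p had 34, 20 and 14 counts in proliferating progenitors and at most 3 in any other library. It was 9.33-fold lower in differentiating progenitors against 3 counts per library, and at least 13.9-fold lower in neurons, where all counts were 0. The endothelial and mural lists had a single tested member each: miR-126a-5p was 1.36 lower in neurons (log2 change -1.36, SE 0.31, edgeR adjusted p = 0.00123) and not called at the first step (-0.90, SE 0.32, edgeR adjusted p = 0.0638), and miR-143-3p is given above.

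**Figure D3:**
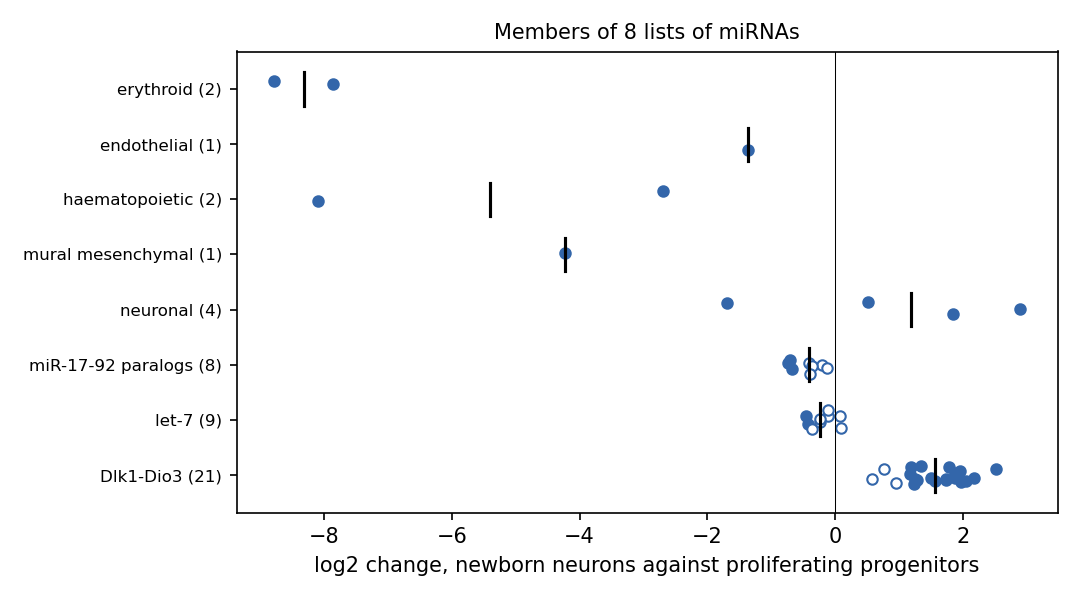
Fitted log2 change from proliferating progenitors to newborn neurons of each tested member of the 8 lists, with the number of members in brackets, filled points for an adjusted p under 0.05 and a black line at the median. The 21 Dlk1-Dio3 miRNAs lie above 0 with a median of 1.56; fitted changes of members near the floor are not bounds.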

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

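All tests in this part were chosen after the counts of the rows concerned had been seen.

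The table holds 222 rows that carry a running number in place of a database accession and that entered no comparison. Of these, 97 had more than 3 counts in at least 1 library, the limit that a count of 0 allows, which is what marked them for a closer look. Summed, the counts of the 222 rows amounted to 0.118% to 0.352% of the total of mature miRNA counts of a library. Their counts were scattered: of the 39 rows that reached 20 counts in a library, 34 (87.2%) had 0 counts in another library of the same population, whereas none of 151 database miRNAs did that also reached 20 counts in a library and had no larger total than the largest predicted row (Fisher's exact test, p = 1.31e-32). This pattern is what counting in only those libraries in which a row was predicted would give, and that explanation may account for most of the zeros. In addition, 10 of the 47 predicted rows with at least 20 counts in total repeated the counts of another predicted row, so that some may be the same reads listed under several predicted names. Only 3 predicted rows had a count in all 9 libraries. Differences between the populations in these rows were therefore not read as biology, and a biological explanation was not tested.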

How the results depend on the processing

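The alternatives were fixed before the data were examined, except those named below as added. The number of miRNAs differing among the 3 populations stayed within 1.5 times its value of 110, from 91 to 150, and the number called over the whole lineage stayed between 76 and 144 around 106. For miR-486-5p, all 20 alternatives kept the direction and the call in each of the 3 comparisons.

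The count at the first step, 30, ran from 18 to 37 across the 9 fits that each left out 1 library, and the lowest came without replicate 1 of the proliferating progenitors. In alternatives added after seeing the data it was 68 with every row with an accession, which covered 38 distinct names because repeated rows were counted separately, and 19 with the predicted rows included; the 19 were all among the 30, and the cause was not tested. The count at the second step fell from 87 to 50 when at least a 2-fold change was required, which removes calls by construction. Merging only identical rows, also added later, gave 30, 84 and 108 calls in the 3 pairwise comparisons, of which 30, 79 and 102 were shared with the reported ones.

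The number of miRNAs higher in differentiating progenitors than in both other populations, 1, was not stable. It was 2 with DESeq2 size factors, 2 with total counts, 2 with robust estimation, 3 with DESeq2, 3 with only the 2 populations compared, 5 with no filter on low counts and 7 with every row. It was 0 with the predicted rows included, where 3 miRNAs met the criterion at an unadjusted p under 0.05. Leaving out 1 library at a time gave from 0 to 6: 0 without replicate 1 of the proliferating progenitors (5 at an unadjusted p under 0.05) and 6 without their replicate 2. The cause was not tested. With a mean of at least 10 CPM the count was again 1, but a different miRNA, let-7b-5p, in place of miR-449c-5p, which that filter removed. The number lower in differentiating progenitors was 1, miR-486-5p, in all settings but every row, where its 4 repeated rows were counted.

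Replicate numbers are shared by the populations. The deviations of same-numbered libraries from their population means correlated between -0.07 and 0.25, with 4 of 9 pairs over 0.1, so the numbers were not treated as pairing the libraries. All same-numbered pairs with a differentiating progenitor library were above 0 (0.02 to 0.25). Those of proliferating progenitors with neurons were all below 0 (-0.07 to -0.06). A weak pairing is therefore not excluded. With the replicate number as a block, the pairwise comparisons gave 33, 88 and 108 calls, and 3 miRNAs were higher in differentiating progenitors than in both others.

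Of the 18 list tests, 5 were called; 12 were with no filter on low counts and 11 with fry, and leaving out 1 library gave 5 to 8, with 8 both without replicate 1 of the differentiating progenitors and without replicate 3 of the neurons. The cause was not tested. Detection depended on the limit: 10 CPM in all 3 libraries gave 144, 142 and 152 miRNAs in proliferating progenitors, differentiating progenitors and neurons, and at least 10 counts gave 149 in proliferating progenitors against 229, both stricter limits by construction. With 1 CPM in any library, a looser limit, the numbers were 342, 320 and 330, and neurons no longer had the most.

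Scaling shifted all changes together. With total counts the median log2 change of all miRNAs moved from -0.05 to 0.13 over the whole lineage and from -0.06 to 0.04 at the second step. With total counts without miR-9-5p, an added alternative, the median at the second step moved to 0.11 and the share of calls that were higher in neurons from 51.7% to 65.3%. Changes within 0.2 of 0 on the log2 scale therefore have no firm direction. Of 463 values of 24 single miRNAs and lists under alternatives, 7 kept the direction but lost the call, all of them of miR-134-5p or miR-449c-5p at the first step. The other 456 kept direction and call, except those of the lists under DESeq2. No list test was run there, so only the direction of the median could be compared. The totals cannot be used to compare the miRNA content per cell of the populations, since the number of cells per library is not used here.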

Other observations

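Tests of other splits of the libraries and the test at equal depth were written before their outcome was seen; all other tests in this part were chosen after the values had been seen, as were the allowance for a baseline of the non-neural markers, the counting limits of miR-451a and the permutation test at equal depth.

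In the joint test of any difference, 1 of 100 splits of the 9 libraries into 3 groups of 3, the real one included and the others drawn from 280, gave as many calls as the 110 observed; the largest other count was 77. In each pairwise comparison 1 of the 10 splits of the 6 libraries, the real one, gave as many calls. The other 9 splits gave 0 calls each, and at an unadjusted p under 0.05 at most 12, 10 and 5 miRNAs in the first step, the second step and the whole lineage. Each of these 9 splits mixed libraries of both populations. Real differences then count as spread within a group and hold down the calls, so these counts cannot tell how many calls unchanged populations would give. Because 3 libraries against 3 make no more than 10 splits, the share of splits itself cannot go under 0.1. For miRNAs higher in the middle group than in both others, 3 of 100 splits drawn from 840 gave at least 1, and likewise 3 of 100 for miRNAs lower in the middle group. In all the other splits that did so, the middle group held the 3 libraries of a single population.

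miR-486-5p was lower in differentiating than in proliferating progenitors. Cells without a reporter include any cell type outside the neural lineage that survived dissection and sorting, and red blood cells are rich in miR-486-5p. The erythroid miR-451a and miR-144-5p fell with it: the fitted log2 change was -7.24 for miR-451a and -4.44 for miR-486-5p. Set against 3 counts per library, the fall of miR-451a was 121-fold. Erythroid cells among the sorted proliferating progenitors may therefore account for part or most of the fall. The ratio of miR-486-5p to miR-451a counts in the 3 proliferating libraries was 2.63, 2.66 and 1.99. How much of their miR-486-5p came from erythroid cells is not resolved, and a difference between neural progenitor types stays open and untested. The erythroid list had 2 tested members, neither of which reached 10 CPM in neurons, and miR-451a held 279.9 CPM in proliferating progenitors.

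The rise of miR-486-5p from differentiating progenitors to neurons is another matter. If erythroid cells had brought it, miR-451a would have come along. At the highest ratio seen in proliferating progenitors, miR-486-5p of neurons would need 149, 74.9 and 40.6 counts of miR-451a in replicates 1 to 3, whereas 5, 0 and 3 were counted. At these counts erythroid cells could account for 3.36%, 0% and 7.38% of miR-486-5p in the neuron libraries, and at the upper 95% Poisson limits of the miR-451a counts for 7.07%, 4.0% and 19.1%. In differentiating progenitors the shares at the upper limits were 45.8%, 50.4% and 36.8%, so that a larger part of the little miR-486-5p there is not excluded. Erythroid cells as the whole cause are thus argued against for this step, as is scaling, since the log2 change stayed between 1.44 and 1.89 when libraries were left out and between 1.59 and 1.79 otherwise. A candidate explanation is a rise of miR-486-5p in the neuronal lineage itself, which remains a hypothesis found in these data; another cell type with miR-486-5p but without miR-451a was not tested.

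Several other markers of non-neural cells were also higher in proliferating progenitors, but not all. A higher share of all cell types without a reporter would raise them alike. The mural miR-143-3p fell by 3.75 and the endothelial miR-126a-5p by 0.90 on the log2 scale at the first step, a difference of -2.85 (SE 0.42). Of the haematopoietic list, miR-142a-5p fell, while miR-146a-5p went the other way, with 5, 12 and 4 counts in proliferating and 13, 19 and 26 in differentiating progenitors (log2 change 1.08, SE 0.42, edgeR adjusted p = 0.0966 over all miRNAs tested, called when adjusted over the list alone). The rise of miR-146a-5p is not what a common share alone would give, but it rests on 1 miRNA with few counts. Uneven removal of cell types and a common share cannot be told apart, because the mural and endothelial lists have a single tested member each and both miRNAs were still counted in every reporter-carrying library, where a baseline could hide a common rise. By the rule first written, a difference larger than its error counted against a common share; the allowance for a baseline was added after the value was seen.

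Newborn neuron libraries had counts for 450, 382 and 348 miRNAs, progenitor libraries for 309 to 356. Drawn down to 821155 counts, the smallest total, neuron libraries had on average 319.6, 314.6 and 330.2 and progenitor libraries 293.6 to 312.4. The mean of neurons was 393 against 329 in progenitors before drawing and 321 ± 7.94 (SD, n = 3) against 305 ± 6.91 (SD, n = 6) at equal depth, so library depth may account for most of the excess. The lowest neuron library stayed 2.20 miRNAs above the highest progenitor library, and the difference exceeded the spread between libraries (exact permutation test, two-sided p = 0.0238, the smallest that 84 splits can give). By the rule written before the test, which looked only at the gap between these nearest libraries, library depth as the whole explanation is argued against. The permutation test was added after the values were seen. The gap is small: its SD in a single draw was 8.43, and the SE of its mean over the draws was 0.84. A more cautious reading against the noise of single draws was dropped, and what the remainder reflects was not tested.

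miRNA genes that neighbour each other changed together. Over 96 pairs of tested miRNAs within 10000 bases in RefSeq, the median difference between the log2 changes of both members over the whole lineage was 0.44, against 1.33 after shuffling the changes among miRNAs (p = 0.0001, the smallest that 10000 permutations can give). Outside the Dlk1-Dio3 list 40 pairs gave 0.37 against 1.15 (permutation test, p = 0.0004). Random pairing is argued against; shared transcription is a candidate explanation, and reads shared between similar members of a cluster were not tested.

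miR-450b-5p departed from this pattern. Its ratio to the summed counts of its 4 neighbours miR-322-5p, miR-351-5p, miR-450a-5p and miR-503-5p, which needs no scaling, was 0.183 ± 0.031 in proliferating progenitors, 0.0725 ± 0.0093 in differentiating progenitors and 0.0175 ± 0.0071 in neurons (SD, n = 3 each), 10.5 times lower in neurons, with no overlap between the libraries of the 3 populations. Normalization is therefore argued against. So is a change of the shared cluster that moved all members alike, because the median log2 change of the neighbours was -0.18 while that of miR-450b-5p was -3.77. Counts of mature miRNAs cannot tell transcription from stability. A single change of transcription, followed at different rates by members of different stability, is therefore not excluded. The neighbours did not all move alike: miR-351-5p was called lower (-0.85, edgeR adjusted p = 0.000334). Not called were miR-450a-5p (-0.19), miR-503-5p (-0.18) and miR-322-5p (0.54). miR-25-5p, like miR-450b-5p among the miRNAs named by the rule, also departed from its neighbours miR-93-5p and miR-106b-5p. Its ratio to their sum was 0.0455 ± 0.0186 in proliferating progenitors, 0.0372 ± 0.0075 in differentiating progenitors and 0.0144 ± 0.0034 in neurons (SD, n = 3 each). It was 3.17 times lower in neurons than in proliferating progenitors, without overlap, and so not a matter of scaling. The libraries of proliferating progenitors (0.0308 to 0.0664) and differentiating progenitors (0.0320 to 0.0458) did overlap. The pairs of miR-450b-5p and miR-25-5p are not the only such pairs. Larger fitted differences than that between miR-25-5p and its neighbours were also found for miR-27a-5p against miR-24-2-5p (4.06), miR-92a-1-5p against miR-17-5p, miR-18a-5p and miR-20a-5p (3.31 to 3.36), miR-449a-5p against miR-449c-5p (3.12) and miR-299a-3p against miR-380-5p (1.94). miR-27a-5p, miR-92a-1-5p and miR-449c-5p averaged under 3 CPM in neurons, so their fitted changes are imprecise, and ratios were not computed for these pairs. A candidate explanation for miR-450b-5p and miR-25-5p is a change after transcription, in processing or stability, which was not tested; the 3p arm of miR-25 was not analysed here.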
